A study of Mus musculus with 2 samples (transcriptomic, total RNA). Its data were reported in "The Transcription Factor STAT6 Mediates Direct Repression of Inflammatory Enhancers and Limits Activation of Alternatively Polarized Macrophages" (2018).

How the data were processed

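Nascent RNA was measured by global run-on sequencing (GRO-seq) in mouse bone marrow-derived macrophages (BMDMs). In this assay, nuclei are isolated and engaged RNA polymerases are allowed to extend their transcripts in the presence of a bromine-labelled nucleotide, so that only RNA being made at that moment is captured and sequenced. BMDMs are macrophages grown from bone marrow progenitors. Here they were grown for 6 days in medium conditioned by L929 cells, a fibroblast line that secretes the macrophage growth factor M-CSF. One culture condition was left without cytokine (control) and the other received 20 ng/ml interleukin-4 (IL-4), the cytokine that drives alternative macrophage polarization, for 1 hr. For each condition the authors ran the run-on reactions in duplicate, pooled them, and made a single library from about 100 ng of nascent RNA, so there was 1 library per condition (n = 1) and no replicate.

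The authors aligned the reads with BWA at default settings to the mouse genome (mm10, which is GRCm38), removed regions on the ENCODE artifact list, and called transcripts in each library on its own with the GRO-seq mode of HOMER, which joins strand-specific read density into contiguous transcribed segments. The segments were then annotated with HOMER's annotation program, which assigns each one a class (promoter-TSS, 5' UTR, exon, intron, 3' UTR, TTS, non-coding or intergenic), a more detailed annotation that can name a repeat element, and the gene whose promoter is nearest to the segment's midpoint. Versions of BWA and HOMER were not stated. The only measurement in the files was a score per transcript, which the authors deposited rounded to 1 decimal. Per the file headers the column is a peak score, and neither the headers nor the methods say whether it was scaled to library size. The paper ranks predicted peaks by read coverage scaled to mapped reads, but does not say that the deposited score is that coverage. Read counts and sequencing depth were not in the files analysed here. The depth of each library is therefore unknown, and no interval that needs a depth was given. Gene ratios between libraries were centred on the median gene, except in the alternative without centring. Other scores, score sums and score cuts were compared as printed, without centring.

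Both libraries were assigned to their groups from the treatment label. All transcripts in both files were kept. Positions were taken as the files give them, and gene positions, strands and Ensembl identifiers were taken from the GENCODE M21 annotation of the same build. Signed distances to the TSS were not used, only their sizes, because the sign was found to be reversed for transcripts called on the minus strand.

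A gene's value in a library was the highest score among the transcripts that carried its name. For genes with a value in both libraries, the log2 ratio of IL-4 over control was centred on its median over genes, and a gene was counted as changed when the centred ratio was at least 2-fold. Since every score is known only to within 0.05 of its printed value, the range of ratios that this rounding allows was computed for each gene and is given as the rounding range. It is not a replicate error. The numbers of higher and lower genes were compared with an exact binomial test. The genes named in the text were fixed by rule: the 10 genes that the study's text names as lower in mRNA after IL-4 and the 3 that it names as higher, whether or not they changed, and the 5 largest increases and 5 largest decreases among genes with a value at or above the median gene value in at least 1 of the libraries. Ties in that ranking were broken by the larger score and then by symbol, a detail settled after the data were seen. The mean centred ratios of the genes named lower and higher were compared with an exact permutation test over all splits of the genes with a value into groups of the same sizes.

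Transcripts of both libraries were matched by overlap of at least 1 bp on the same strand, and a transcript with no match was counted as having no counterpart. Where this share was limited by score, the limit applied to the transcripts counted, and their counterparts could have any score. Intergenic divergent pairs were a minus-strand and a plus-strand transcript whose 5' ends lay within 500 bp of each other. Either order of the 5' ends was accepted, so pairs that overlap and face each other were also counted. Shares of transcripts were given with 95% Wilson confidence intervals and compared with Fisher's exact test. Those intervals and p-values describe the sampling of transcripts within a library. They carry no information on variation between cultures, and neighbouring transcripts are not independent. For the 8 annotation classes, p-values were also adjusted by the Benjamini-Hochberg method.

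The alternatives tried were other definitions of the gene value (the sum of the scores, the transcript nearest the TSS, same-strand overlap with the gene), a limit to genes at or above the median value in both libraries, no centring, a 1.5-fold threshold, a pseudocount of 0.2 (the 10th percentile of gene values), missing values replaced by the lowest score, other overlap and pairing distances, and limits to higher-scoring or longer transcripts. The lowest score in the IL-4 library was 0, which has no logarithm, so the lowest score above 0, which was 0.1 in both libraries, was used for missing values, and a gene with no transcript in either library stayed out. A minimum score of 0.3 in both libraries, leaving out transcripts in repeats, and summing score times length over the same-strand transcripts that overlap a gene, were added after the data were seen.

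Analyses were run in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The scripts were tested on simulated data in which 200 genes were changed by known factors: of these, 183 could be tested, 100% were recovered and 0 unchanged genes were called, and the rounding range held the true ratio for 100% of genes. The simulated changes lay well past the 2-fold threshold, and rounding was the only noise. The test therefore checks the code and does not measure error rates near the threshold or at the spread of the real data. Checks that need replicates, such as leaving out a library, searching for outlying samples or permuting sample labels, could not be made with 1 library per condition. Treatment and library preparation could therefore not be separated.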

Results

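The data comprised 2 GRO-seq libraries of mouse BMDMs, 1 from untreated cells and 1 from cells exposed to 20 ng/ml IL-4 for 1 hr. Each library was represented by its list of called transcripts, that is, strand-specific segments of nascent transcription with a position, a score and an annotation. None of the values below has a replicate (n = 1 per condition). The sequencing depth of the libraries is unknown, since the files give scores and no read counts.

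The first comparison asked how the called transcripts differed in number and length after IL-4. In the control library 43122 transcripts were called, 21919 on the plus strand and 21203 on the minus strand. The IL-4 library had 51365, of which 26186 were on the plus strand and 25179 on the minus strand. This was a difference of 8243 transcripts, or 1.1912 times the control number. The median transcript length was 227 bp in control (95% confidence interval 225 to 228 bp, quartiles 155 and 304 bp) and 312 bp after IL-4 (310 to 313 bp, quartiles 231 and 433 bp). The longest transcript measured 2379 bp in control and 4355 bp after IL-4, and the shortest was 36 bp in both. Called transcripts covered 10.8 Mb in control and 18.5 Mb after IL-4, a ratio of 1.714. The median score moved the other way, from 0.3 in control to 0.2 after IL-4, and 45.4% of control transcripts but 63.9% of IL-4 transcripts had a score of 0.2 or less. The sum of score times length over all transcripts was nearly equal, 14172015.9 in control and 14123421 after IL-4 (ratio 0.9966). Much of that sum came from transcripts named for the 45S pre-ribosomal RNA gene Rn45s, 41.0% in control and 36.8% after IL-4. No test was applied to these numbers (no replicates). When only transcripts of at least 1000 bp were kept, the numbers were 163 in control and 989 after IL-4.

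The distribution of transcripts over annotation classes was compared next, since the study reported nascent RNA at gene bodies and, by RT-qPCR, RNA from enhancers. Introns held most transcripts in both libraries, 64.32% in control (27735 of 43122, 95% Wilson interval 63.86 to 64.77%) and 65.15% after IL-4 (33465 of 51365, 64.74 to 65.56%), with a Fisher's exact p of 0.0077 (0.0153 after Benjamini-Hochberg adjustment over the 8 classes). Promoter-TSS transcripts made up 10.78% of the control library (4650 transcripts, interval 10.49 to 11.08%) and 10.17% of the IL-4 library (5225 transcripts, 9.91 to 10.44%; Fisher's exact p = 0.0023, adjusted 0.0091). The intergenic share was 7.39% in control (3186 transcripts, 7.15 to 7.64%) and 6.81% after IL-4 (3496 transcripts, 6.59 to 7.03%), with an exact p of 5.29e-04 and an adjusted value of 0.0042. Transcripts in 5' UTRs fell from 2.45% to 2.19% (Fisher's exact p = 0.0066, adjusted 0.0153). For exons (8.16% and 8.34%), 3' UTRs (3.60% and 3.80%), transcription termination sites (2.80% and 2.97%) and non-coding transcripts (0.49% and 0.55%) the adjusted p-values lay between 0.15 and 0.3365. All of these differences were below 1 percentage point, and 1 library per condition gives no measure of how far such shares vary between cultures. The promoter and intergenic shares were recomputed under other settings. With equal numbers of the highest-scoring transcripts (21561 in each library), the promoter share changed direction, 11.0013% in control and 12.23% after IL-4 (Fisher's exact p = 7.69e-05). It also did so with transcripts of at least the median score and of at least 0.3. The intergenic share changed direction only with transcripts of at least 1000 bp, 6.75% in control and 7.89% after IL-4 (Fisher's exact p = 0.7515).

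Because transcripts were called separately in each library, the sets were compared by position to ask which transcribed segments were present in only 1 condition. Of the control transcripts, 37.39% (16124 of 43122, 95% Wilson interval 36.94 to 37.85%) overlapped no IL-4 transcript on the same strand. Conversely, 48.09% of the IL-4 transcripts (24702 of 51365, 47.66 to 48.52%) overlapped no control transcript (Fisher's exact p = 1.11e-240). An overlap counts as a match in both libraries, so both shares are tied to the numbers of transcripts called. The longer list then tends to have the larger unmatched share. This p-value cannot separate that from segments present in only 1 condition. Most unmatched transcripts had low scores. In the cuts by score that follow, the cut applied to the transcripts counted, and a counterpart could have any score. Among transcripts with a score of at least 0.3 the direction was the opposite, with an unmatched share of 22.48% in control and 19.74% after IL-4 (Fisher's exact p = 1.01e-11), and among those with a score of at least 1 it was 3.67% (3.07 to 4.38%, 3161 transcripts) and 3.996% (3.22 to 4.95%, 1977 transcripts). Requiring the overlap to cover at least 50% of a transcript raised the shares to 42.84% and 64.24%.

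**Figure D1:**
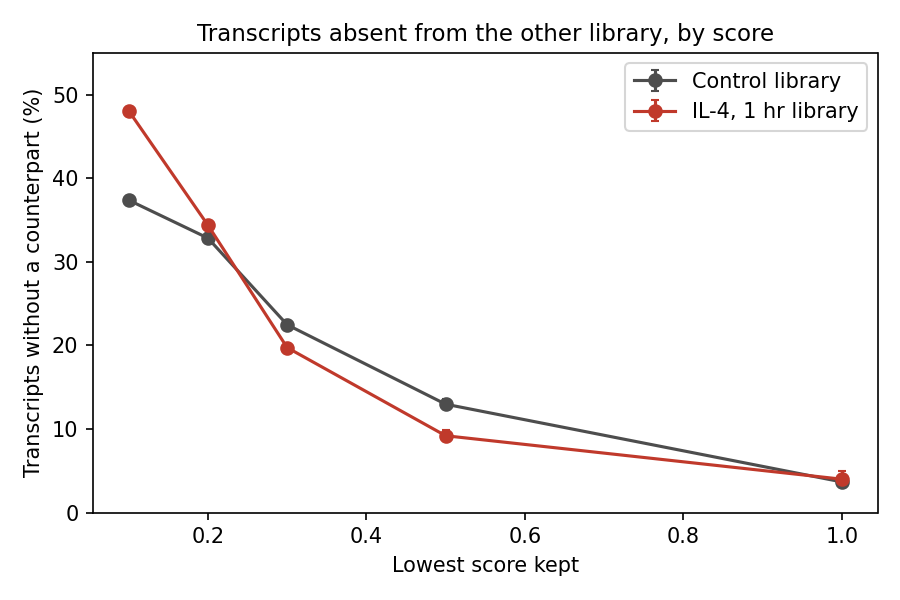
Share of transcripts (%, vertical axis) that overlapped no transcript of the other library on the same strand, against the lowest score kept (horizontal axis), in the control (grey) and IL-4 (red) libraries; bars are 95% Wilson intervals. The cut applied to the transcripts counted, and the overlapping transcript of the other library could have any score. The shares fell from 37.39% and 48.08% at a score of at least 0.1 to 3.67% and 3.996% at a score of at least 1.

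Pairs of intergenic transcripts on opposite strands with nearby 5' ends were then counted to compare candidate enhancer transcription. They include the divergent arrangement seen at transcribed enhancers, but also pairs that overlap and face each other, which were not told apart. In control, 224 of 3186 intergenic transcripts (7.03%, 95% Wilson interval 6.19 to 7.97%) belonged to such a pair with 5' ends within 500 bp. After IL-4 this was the case for 332 of 3496 (9.50%, 8.57 to 10.51%; Fisher's exact p = 2.73e-04). The difference was no longer detected when only transcripts with a score of at least 0.3 were paired, 3.95% in control and 4.62% after IL-4 (Fisher's exact p = 0.4309). It was kept when each library was cut at its own median score (0.3 in control, 0.2 after IL-4), 3.95% and 7.95% (Fisher's exact p = 6.44e-07).

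At the level of genes, the question was how many genes gained or lost nascent transcript score after 1 hr of IL-4. A gene name was attached to transcripts for 9827 genes in control and 10106 genes after IL-4. Of these, 8879 were present in both libraries, 948 only in control and 1227 only after IL-4. The median gene value, the highest score among a gene's transcripts, was 0.5 in control and 0.3 after IL-4, and the median log2 ratio was -0.3785 before centring. Across the 8879 genes, values of the libraries correlated with Pearson's r = 0.8281 (log2 values) and Spearman's rho = 0.756, where genes are not independent replicates. After centring, the standard deviation of the log2 ratio over genes was 0.7787. At least 2-fold higher values were found for 716 genes (8.06%) and at least 2-fold lower values for 765 genes (8.62%), numbers that did not differ from an even split (exact binomial p = 0.2123). Many of these genes had low scores, for which the rounding to 0.1 matters. Only 326 higher and 342 lower genes stayed at least 2-fold apart over their whole rounding range (exact binomial p = 0.5617). With the score of the transcript nearest the TSS as the gene value, 974 genes were higher and 2460 lower.

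To ask whether the genes that the study names as repressed or induced by IL-4 changed at the nascent level in these files, the 13 named genes were examined whether or not they were detected. The genes named as lower were measured by the study as mRNA at later times after IL-4. The nascent scores at 1 hr are therefore another measure at another time. Of the 10 genes named as lower, 8 had a value in both libraries. Abca1 (ENSMUSG00000015243.4, chromosome 4, 53030787 to 53159895, minus strand) had a value of 2.4 in control and 0.6 after IL-4, both from a transcript in intron 1 at about the same place (53158413 to 53158641 in control), which gave a centred log2 ratio of -1.62 (rounding range -1.78 to -1.48, no replicates). By name it had 26 transcripts in control and 4 after IL-4. Counted by same-strand overlap with the gene, it had 45 in control and 7 after IL-4. The highest scores among these were 3.7 and 0.7, a centred log2 ratio of -1.99. Tlr2 (ENSMUSG00000027995.10, chromosome 3, 83836272 to 83841767, minus strand) fell from 2.1 to 0.2, a centred log2 ratio of -3.01 (-3.46 to -2.66, no replicates). Its control value came from a 113 bp transcript in intron 2 (83840532 to 83840644) that was annotated as a simple repeat. Clec4d (ENSMUSG00000030144.4, chromosome 6, 123262111 to 123275265, plus strand) fell from 1.8 to 0.2, or -2.79 (-3.25 to -2.43, no replicates), and its control value lay in a 62 bp simple-repeat transcript of intron 5.

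The other genes named as lower with a value in both libraries moved less than 2-fold by the highest score (no replicates for any of them). Under some of the other gene values Fos, Cd14 and Nlrp3 fell at least 2-fold, and under none of them did Lyz2 or Il1b. Cd14 (chromosome 18, 36725067 to 36726798, minus strand) went from 0.9 to 0.5, a centred log2 ratio of -0.47 (rounding range -0.70 to -0.25), in transcripts across its termination site. For Nlrp3 (chromosome 11, 59541568 to 59566956, plus strand) the values were 0.5 in intron 2 and 0.3 in exon 2, or -0.36 (-0.76 to 0.02). Fos (chromosome 12, 85473890 to 85477273, plus strand) had 0.6 and 0.4 in exon 1, or -0.21 (-0.51 to 0.09). Lyz2 (chromosome 10, 117277331 to 117282321, minus strand) had 2.4 and 1.9, or 0.04 (-0.03 to 0.11). The rounding ranges of Nlrp3, Fos and Lyz2 included no change. Il1b (chromosome 2, 129364570 to 129371139, minus strand) had no transcript inside the gene, and its values of 1.3 and 1.0, with a centred log2 ratio of 0, came from an intergenic transcript in a LINE element 66850 bp from the TSS. Smad3 (chromosome 9, 63646767 to 63757994, minus strand) had 12 transcripts in control, with a highest score of 0.6 in intron 1, and 0 after IL-4. Lyz1 (chromosome 10, 117287797 to 117292868, minus strand) had a single control transcript of score 0.2 on the opposite strand and none after IL-4.

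Among the 3 genes named as higher, only Klf4 (ENSMUSG00000003032.8, chromosome 4, 55527143 to 55532466, minus strand) had a value in both libraries, 0.3 in control and 0.4 after IL-4, a centred log2 ratio of 0.79 (rounding range 0.38 to 1.23, no replicates). The transcripts behind both values were in the promoter on the strand opposite to the gene (55532726 to 55532917 in control), and no transcript overlapped Klf4 on its own strand. Hbegf (chromosome 18, 36504927 to 36515805, minus strand) had no transcript in control and 1 after IL-4, of score 0.5 in the 5' UTR of exon 1. Edn1 (chromosome 13, 42301476 to 42307990, plus strand) had none in either library. A gene without a called transcript was below what the transcript caller detected at this unknown depth, which does not show that it was silent.

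The mean centred log2 ratio of the 8 genes named as lower minus the value of the 1 gene named as higher was -1.846 (exact permutation p = 0.3333 over 9 splits). With 8 genes against 1, the smallest p this test allows is 0.1111, so it could not reach 0.05. When missing values were set to the lowest score of 0.1, so that 10 genes were compared with 2, the difference was -2.872 (exact permutation p = 0.0152, the smallest that 66 splits allow).

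**Figure D2:**
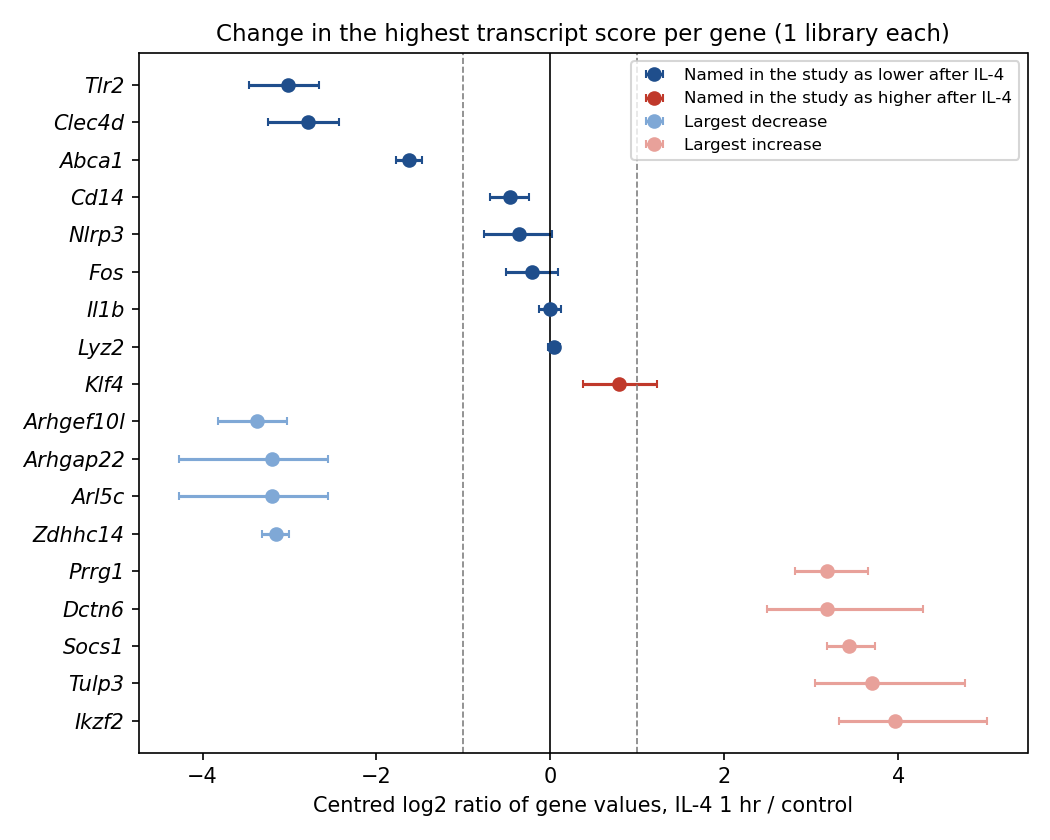
Centred log2 ratio of the gene value, IL-4 over control (horizontal axis), for the named genes with a value in both libraries and for the largest changes; points are the single values (1 library per condition), bars are the ranges that rounding of the scores allows, and dashed lines mark 2-fold. Tlr2, Clec4d and Abca1 lie beyond 2-fold lower at -3.01, -2.79 and -1.62, while the other genes named as lower lie between -0.47 and 0.04.

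The genes with the largest changes were selected among genes at or above the median value in at least 1 of the libraries. The largest increase belonged to Ikzf2 (ENSMUSG00000025997.13, chromosome 1, 69531214 to 69687245, minus strand), from 0.1 to 1.2 (centred log2 ratio 3.96, rounding range 3.32 to 5.02, no replicates), with the IL-4 value in intron 3. Tulp3 (chromosome 6, 128321161 to 128355851, minus strand) followed at 3.70 (3.04 to 4.77), where the IL-4 value of 1.0 came from a 36 bp simple-repeat transcript in intron 4. Socs1 (ENSMUSG00000038037.5, chromosome 16, 10782240 to 10785536, minus strand) rose from 0.3 to 2.5, or 3.44 (3.19 to 3.73). In control it had 1 transcript on its strand inside the gene (10785211 to 10785498), whereas after IL-4 consecutive transcripts covered the gene, the highest being a 1263 bp transcript in exon 2 (10783767 to 10785029). Prrg1 (chromosome X, 78449613 to 78583896, minus strand) and Dctn6 (chromosome 8, 34090420 to 34108796, minus strand) both stood at 3.19, with rounding ranges of 2.81 to 3.65 and 2.49 to 4.29, and with IL-4 values in introns 1 and 2, respectively. The largest decrease was that of Arhgef10l (ENSMUSG00000040964.16, chromosome 4, 140514485 to 140666012, minus strand), from 2.7 to 0.2 (-3.38, range -3.82 to -3.03), whose control value was a 38 bp simple-repeat transcript in intron 25. Arhgap22 (chromosome 14, 33214026 to 33369934, plus strand) and Arl5c (chromosome 11, 97989578 to 97996181, minus strand) each fell from 1.2 to 0.1 (-3.21, -4.27 to -2.56), with the control values in introns 4 and 5. Zdhhc14 (chromosome 17, 5492557 to 5753811, plus strand) fell from 5.8 to 0.5 (-3.16, -3.32 to -3.01) in simple repeats of intron 1, and Tlr2 was the next. None of these 10 genes fell under 2-fold within its rounding range. These changes depended on the gene value: with the transcript nearest the TSS the centred log2 ratio was 0 for Arhgef10l and Arhgap22, -0.585 for Zdhhc14 and 0.585 for Prrg1, and with score times length summed over the gene it was -0.0168 for Dctn6. With same-strand overlap it shrank to -1.17 for Arhgap22, -1.585 for Arl5c and -1.64 for Zdhhc14. The 8 genes with such a value in both libraries all stayed at least 2-fold apart.

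**Figure D3:**
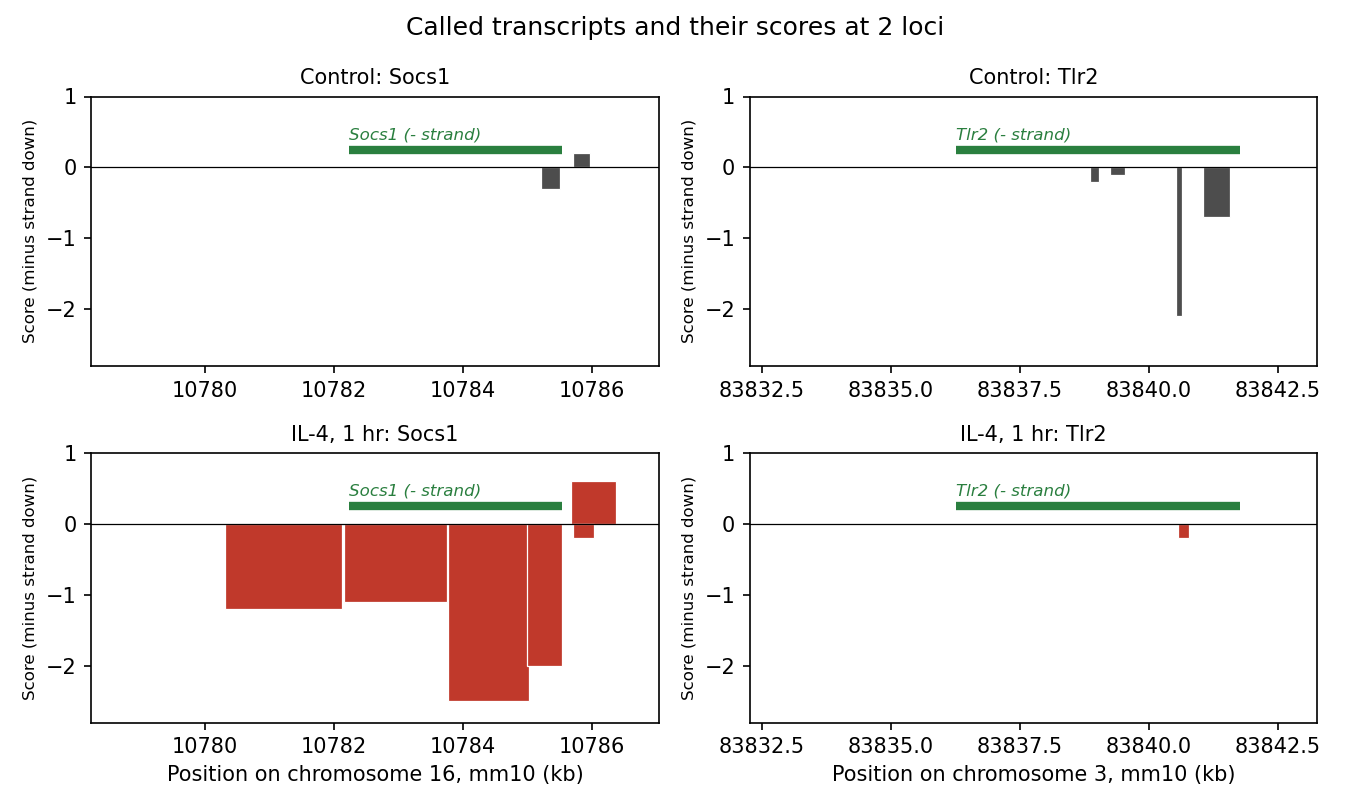
Called transcripts at Socs1 (left, chromosome 16) and Tlr2 (right, chromosome 3) in control (top) and after IL-4 (bottom), drawn at their mm10 positions (horizontal axis, kb) with the score as height (vertical axis, minus strand downwards) and the gene as a green bar. Socs1 went from a highest score of 0.3 to 2.5 over a longer stretch, and Tlr2 from 2.1, in a 113 bp transcript, to 0.2.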

Values the study reported

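By ChIP-seq of the elongating, serine 2-phosphorylated RNA polymerase II after 1 hr of IL-4, the study reported 5,931 gene bodies with changed read enrichment at p ≤ 0.1. Of these, 3,008 were down and 2,923 were up. That assay measures polymerase bound to chromatin and differs from the transcript scores analysed here. The study also reported less of this polymerase and less nascent RNA by GRO-seq over the gene bodies of its IL-4-repressed gene cluster. Over the gene bodies of IL-4-induced genes it reported more of both.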

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

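The mitochondrial genome, whose transcripts were included in the totals of the report but not examined on their own there, carried more score in the IL-4 library than in control. It held 0.5099% of the summed score times length after IL-4 (10 transcripts, highest score 57.7) and 0.166% in control (6 transcripts, highest score 22.5), a ratio of 3.0713 (no replicates). Nearly all of it lay on the ribosomal RNA genes mt-Rnr1 (chromosome M, 70 to 1024) and mt-Rnr2 (1094 to 2675), 98.8923% after IL-4 and 99.3404% in control. A candidate explanation is mature mitochondrial ribosomal RNA carried through the enrichment for labelled RNA, for which the prediction, made only after the scores were seen, was that at least 95% would lie on these genes. The value of 98.8923% met that prediction, but strong transcription of the same genes would give the same picture, so the pattern cannot be told apart from carry-over. A difference between the library preparations was not testable with 1 library per condition, and no biological explanation was tested.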

How the results depend on the processing

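The main definitions, the tests and most of the alternatives were fixed before the processed files arrived. A minimum score of 0.3 in both libraries, leaving out repeats and summing score times length over a gene were chosen after seeing the data. Of the 62 headline rows under an alternative, 31 kept their result, 10 reversed, 4 became weaker, 1 became stronger and 16 moved.

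The shares of transcripts without a counterpart and of divergent intergenic pairs kept their direction and a p under 0.05 in the alternatives fixed beforehand, but not at the same minimum score in both libraries. At a score of at least 0.3 the unmatched share reversed, to 22.4771% in control and 19.7431% after IL-4 (Fisher's exact p = 1.01e-11), and the divergent share was 3.9482% and 4.6211% (Fisher's exact p = 0.4309). For the unmatched share the minimum applied to the transcripts counted and not to their counterparts, which came from the full list of the other library. The median-score alternative had used a minimum of 0.3 in control and 0.2 in the IL-4 library. The differences in the full lists may therefore rest on the many low-scoring transcripts of the IL-4 library. The common cut of 0.3 kept 23544 control and 18528 IL-4 transcripts. At unknown depth it need not be equally strict in both libraries.

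Keeping only transcripts of at least 1000 bp left 163 in control and 989 after IL-4, with median lengths of 1179 and 1187 bp. The intergenic shares then reversed, to 6.7485% in control and 7.8868% after IL-4 (Fisher's exact p = 0.7515), and the difference in promoter shares was no longer past the threshold, at 9.2025% and 7.179% (p = 0.338). With 11 and 15 control transcripts behind these shares, the number of long transcripts limits what can be seen.

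The promoter share reversed with transcripts of at least the median score, 11.2343% in control and 12.0592% after IL-4 (Fisher's exact p = 0.0025), and with equal numbers of the highest-scoring transcripts, 11.0013% and 12.2258% (p = 7.69e-05). It also reversed at a score of at least 0.3 in both libraries, 11.2343% and 12.2895% (Fisher's exact p = 8.66e-04). No direction for promoters can be stated.

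The numbers of genes at least 2-fold apart depended strongly on the definition, compared with 716 higher and 765 lower in the main setting. They were 1208 and 1219 with the sum of scores, 1196 and 1207 with summed score times length, 224 and 234 with values at or above the median in both libraries, 272 and 292 with the pseudocount, and 1793 and 2164 at 1.5-fold. The transcript nearest the TSS gave 974 higher and 2460 lower genes, and no centring gave 531 and 2161. Same-strand overlap with the gene had the opposite excess, 839 higher and 604 lower, and leaving out repeats gave 823 and 930. Many genes stood exactly at the threshold, since scores rounded to 0.1 often have a ratio of exactly 2. Without these genes the numbers were 544 and 563 with same-strand overlap and 807 and 753 with repeats left out, so the excess in the first and the direction in the second rested on ties. They were 411 and 1238 with the transcript nearest the TSS and 228 and 1281 without centring. Both of these settings are in effect uncentred, since the median log2 ratio of the transcripts nearest the TSS was 0. For the main gene value without centring, an excess of lower genes follows from the lower scores of the IL-4 library (median log2 ratio -0.3785). Whether the excess with the transcript nearest the TSS has the same source was not tested. No direction of change over genes can be read from these counts.

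The difference between genes named lower and higher kept its sign in all 4 alternatives that gave a value, and was past 0.05 only with missing values set to the lowest score, -2.8718 (exact permutation p = 0.0152). That setting adds Smad3, Lyz1 and Hbegf with a value of 0.1 in the library that lacked them, a choice of value the data do not give. No value could be computed with same-strand overlap, with values at or above the median in both libraries, or with summed score times length, because Klf4, the only gene named higher with a value, then dropped out. Among the 79 rows for 18 single genes, 68 were counted as kept, 6 as stronger, 4 as weaker and 1 as reversed. Those counted as kept include sign changes of Lyz2 at less than 2-fold. Its 0.0415 became -0.8974 with the sum of scores, -0.3536 with the transcript nearest the TSS and -0.9226 with summed score times length. The stronger rows were all of genes the study names, in the direction it names. With the sum of scores these were Fos (-1.0324) and Klf4 (1.0265), and with the transcript nearest the TSS Cd14 (-2). With summed score times length they were Fos (-1.5703), Cd14 (-1.4487) and Nlrp3 (-1.4777). The weaker rows were those of Prrg1, Arhgef10l, Arhgap22 and Zdhhc14 with the transcript nearest the TSS. The row counted as reversed was Dctn6, -0.0168 with summed score times length. Its single 68 bp transcript after IL-4 gave 47.6, and the longer ones in control gave 44.4. The negative sign came from centring on a median log2 ratio of 0.1172.

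Alternatives that leave out a replicate were not applicable. The replicate block was not run because each condition had 1 library, so no fit with a block exists.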

Other observations

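Whether the longer and more numerous IL-4 transcripts reflect depth was tested through the number of transcripts per gene. The prediction, made before the result, was that extra depth would add transcripts in at least 60% of genes with a changed number and that a response confined to some genes would add them in at most 40%. Among genes with at least 3 control transcripts and a changed number, 47.322% had more after IL-4, between both cuts. Choosing genes by their control number favours a fall, and with genes chosen by at least 6 transcripts over both libraries together the share was 59.5425%. Depth, library preparation and treatment cannot be told apart here, since the files give no read counts.

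Rounding was tested as an explanation of the genes at least 2-fold apart, with predictions made beforehand. Of these genes 45.1047% stayed 2-fold apart over their whole rounding range, under the cut of 50%, so rounding may account for a large part of the count. For the 10 genes with the largest changes, rounding to 1 decimal took 0 under 2-fold. Reads from repeats were the source of the higher value in 4 of these 10 genes, under the cut of 5 set beforehand but not a small number, and transcripts outside the gene or on its other strand were the source in 0. That test looked only at the higher value, and the lower value of 3 genes (Ikzf2, Tulp3 and Arhgap22) did come from such transcripts. With same-strand overlap 8 of the 10 genes had a value in both libraries, all at least 2-fold apart. Ikzf2 and Tulp3 had no control value, and Arhgap22 shrank to -1.1699, so the size of these changes is not independent of this explanation. Arl5c and Zdhhc14 also shrank, to -1.585 and -1.6356, although both of their values lay inside the gene on its strand. Same-strand transcripts inside these genes that did not carry their names gave the higher values. The IL-4 value went from 0.1 by name to 0.4 by overlap for Arl5c, and from 0.5 to 1.4 for Zdhhc14. The control value went from 1.2 to 1.6 for Arl5c and stayed at 5.8 for Zdhhc14. Shrinkage alone therefore does not point to transcripts outside the gene or on its other strand. A prediction made after the lengths were seen was that short stacks of reads would give the higher value in at least 5 of the 10, and transcripts shorter than the median of their library did so in 7. Single short pile-ups are therefore a remaining technical explanation for the highest scores of these genes, which a highest-score measure favours. With score times length summed over the gene, Tlr2 (-4.0339), Arhgef10l (-4.3126), Prrg1 (5.0323) and Arhgap22 (-2.9842) stayed at least 2-fold apart. For these genes that argues against a single pile-up as the whole change. Dctn6 did not stay apart (-0.0168), and Ikzf2 and Tulp3 had no control value by that measure. Socs1, where the higher value came from a 1263 bp transcript, is not among those 7.

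Simple repeats made up 8.36% of control transcripts (95% Wilson interval 8.1025 to 8.625%) and 5.5544% of IL-4 transcripts (5.3596 to 5.7558%), a larger relative difference than for any gene annotation class. Transcript length was tested as an explanation, with the prediction made after the shares were seen. Among transcripts of 200 to 300 bp the ratio of the shares was 1.096, just under the cut of 1.1, so length could account for most of it, as longer segments are less often assigned to a short repeat.

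Because the highest score was sensitive to short segments, score times length was summed over the same-strand transcripts inside each gene, a measure chosen after the main comparison of named genes had been seen. The main comparison could not reach 0.05, several definitions were tried, and the result here is a hypothesis found and tested on the same data. All 7 genes named lower that could be measured (Abca1, Clec4d, Fos, Tlr2, Cd14, Nlrp3 and Lyz2) lay below 0, with a mean centred log2 ratio of -2.3867 (SD 1.314 over genes, from -0.9226 for Lyz2 to -4.0339 for Tlr2; exact binomial p = 0.0156, the smallest 7 genes allow). Highly transcribed control genes that fall by chance were tested as an explanation by drawing 7 genes from the same control deciles. The draws averaged -0.2493, and a mean as low had a permutation p of 3.00e-05 from 100000 draws. Both predictions were made after the result was seen. The values are consistent with less nascent RNA inside these genes after 1 hr of IL-4 (exact p = 0.0156 over genes), but a difference between the library preparations could not be tested with 1 library per condition, so the pattern cannot be told apart from that explanation.

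The same measure, over 2506 genes with a sum of at least 500 over both libraries together and at least 3 transcripts in both (cuts chosen after seeing the data), gave a list that only partly overlapped that of the highest score. Its largest decrease was again Arhgef10l, from 2929.6 over 25 transcripts in control to 159.9 over 3 after IL-4, a centred log2 ratio of -4.3126. Mrc1 (chromosome 2, 14229392 to 14332057, plus strand) had a summed score times length of 2602.4 over 21 transcripts in control and 50619.9 over 97 after IL-4, a centred log2 ratio of 4.1646. Fchsd2 (chromosome 7, 101092863 to 101284405, plus strand) rose from 601.1 to 24798.4, or 5.2493, and Fmnl2 (chromosome 2, 52857860 to 53133804, plus strand) from 244.5 to 12566.6, or 5.5665. Lrp1 (chromosome 10, 127538161 to 127621148, minus strand) fell from 3609.4 over 44 transcripts to 220.7 over 3, or -4.1488. Several regulators had transcripts on their strand only after IL-4, among them Nfil3 (11 transcripts, summed score times length 1919.7), Cish (6, 1673.4), Egr2 (3, 959.8), Batf3 (10, 866.2) and Irf4 (5, 649). Nfatc2 (18 transcripts, 1216.1) and Smad3 (11 transcripts, 725.6) had them only in control. These are single values with no replicate and no test.

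For the count of changed gene bodies by that measure, 1196 genes were higher and 1207 lower. Both numbers are lower than those quoted from the study above, which came from another assay and another threshold.

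Intergenic transcripts near changed genes were examined for a coupled change, with the gene's change measured only from same-strand transcripts inside the gene. Of 238 control intergenic transcripts whose nearest gene was at least 2-fold lower after IL-4, 64.2857% had no IL-4 counterpart (95% Wilson interval 58.0156 to 70.102%). For 100 transcripts nearest to a gene at least 2-fold higher this was 35% (26.3642 to 44.7456%; Fisher's exact p = 1.24e-06), a direction predicted before the result. Near genes that changed less than 2-fold, 45.8104% of 1456 were lost. Read-through from the gene was tested with transcripts at least 10000 bp from any gene, which kept 42.6829% of the difference, under the cut of 50% set beforehand. Only 16 and 6 transcripts were left (Fisher's exact p = 0.655), too few to decide, so this test did not exclude read-through. Further tests were added after the result. Part of the association was built in, because 515 of the 1794 control transcripts classed as intergenic overlapped the gene on its strand in the GENCODE annotation and so counted toward the gene's own value. Without these intergenic transcripts 70.5882% of the difference was kept, 57.1429% of 133 lost near lowered genes against 36.4706% of 85 near raised genes (Fisher's exact p = 0.0035). Near genes that changed less than 2-fold it was then 50.1414% of 1061, within the interval for lowered genes (48.6484 to 65.2362%), so a higher loss near lowered genes than near unchanged ones was not shown. With transcripts on the other strand than the gene, 93.5049% of the difference was kept (59.0909% of 66 against 31.7073% of 41, Fisher's exact p = 0.0093). For those transcripts the values argue against read-through on the gene's own strand. Many transcripts near a few genes were tested by moving the labels between the 96 lowered and 61 raised genes, with a permutation p of 6.00e-05, and of 0.0128 for the 77 and 54 genes left without the transcripts that overlapped the gene. A coupled change of genes and nearby intergenic transcription is a hypothesis, but it cannot be told apart from differences in library preparation. For transcripts on the gene's own strand it cannot be told apart from read-through either.

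The deposited distances to the TSS had a sign that was reversed for transcripts called on the minus strand. Relative to the gene's own direction, 0.2311% of plus-strand transcripts and 99.8395% of minus-strand transcripts had the opposite sign (a prediction made after the first values were seen). This held on either strand of the gene, with 99.3399% opposite for minus-strand transcripts at plus-strand genes and 0.5635% for plus-strand transcripts at minus-strand genes. Upstream and downstream positions taken from that column would be exchanged for transcripts on the minus strand.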
